# Genetic, molecular and physiological basis of variation in *Drosophila* gut immunocompetence

**DOI:** 10.1038/ncomms8829

**Published:** 2015-07-27

**Authors:** Maroun S. Bou Sleiman, Dani Osman, Andreas Massouras, Ary A. Hoffmann, Bruno Lemaitre, Bart Deplancke

## Abstract

Gut immunocompetence involves immune, stress and regenerative processes. To investigate the determinants underlying inter-individual variation in gut immunocompetence, we perform enteric infection of 140 *Drosophila* lines with the entomopathogenic bacterium *Pseudomonas entomophila* and observe extensive variation in survival. Using genome-wide association analysis, we identify several novel immune modulators. Transcriptional profiling further shows that the intestinal molecular state differs between resistant and susceptible lines, already before infection, with one transcriptional module involving genes linked to reactive oxygen species (ROS) metabolism contributing to this difference. This genetic and molecular variation is physiologically manifested in lower ROS activity, lower susceptibility to ROS-inducing agent, faster pathogen clearance and higher stem cell activity in resistant versus susceptible lines. This study provides novel insights into the determinants underlying population-level variability in gut immunocompetence, revealing how relatively minor, but systematic genetic and transcriptional variation can mediate overt physiological differences that determine enteric infection susceptibility.

## Abstract (web summary)

Animals rely on a multitude of resistance and tolerance mechanisms to resist harmful gut microbes. Here, the authors explore the genetic, molecular and physiological basis underlying the remarkable phenotypic variation in resistance to enteric bacterial infection in *Drosophila melanogaster*.

Given the constant exposure to potentially harmful pathogens, gut-bearing organisms developed an ensemble of molecular and cellular processes that together constitute ‘gut immunocompetence'^1^,^2^,^3^. Phylogenetically distant species share similarities in innate immune pathways^4^ and major structural and physiological gut features^5^,^6^. The study of gut immunocompetence in one system can therefore shed light on general aspects throughout the phylogeny. In *Drosophila melanogaster*, great strides have been made in elucidating the biological processes underlying gut immune defence. Notably, studies in the fly gut revealed that enteric infection leads to an intricate interplay between immunological, stress and repair mechanisms^7^,^8^,^9^,^10^,^11^. After oral ingestion, Gram-negative bacteria are able to induce the production of antimicrobial peptides and reactive oxygen species (ROS) by the enterocytes, which neutralizes the infectious microbes but also leads to tissue lesions^12^,^13^. Damaged intestinal cells then release cytokines leading to intestinal stem cell activation and tissue regeneration^9^,^14^,^15^.

How host genetic variation impacts these processes and how this is specifically encoded at the molecular and cellular levels is however still poorly understood, even though there are multiple examples where genetic variation affects an organism's susceptibility to infectious agents, including intestinal pathogens^3^. This may have far-reaching implications beyond acute disease. Indeed, the inability to effectively clear pathogens, to restrain the mounted immune response or to repair the damaged intestinal region may lead to chronic gut pathologies^16^. Elucidating the genetic and molecular determinants that mediate variation in gut immunocompetence is therefore of critical importance.

To address this, we used *Drosophila* not only because it is quickly gaining importance as a useful model to study the aetiology of inflammatory bowel diseases^14^,^17^, but also since it allows the analysis of molecular and organismal traits in a physiologically relevant and highly accessible system. The use of inbred fly lines allows assessment of the impact of infection on distinct, but constant genetic backgrounds to tease out the effect of the genotype from environmental effects^18^,^19^,^20^,^21^,^22^,^23^,^24^. This ability has been previously exploited to examine naturally occurring variation in pathogen susceptibility at a systemic level^22^,^23^,^24^, albeit to our knowledge not yet in the gut. Specifically, we used the *Drosophila* Genetic Reference Panel (DGRP)^18^,^25^ to explore variability in gut immunocompetence-related parameters and aimed to decipher the molecular and physiological determinants driving them. We found striking variation in survival to enteric bacterial infection and identified key underlying genetic variants, transcriptional modules and physiological signals.

## Results

### Genetic variation in susceptibility to enteric infection

To assess the extent of gut immunocompetence variation in genetically distinct individuals, we measured fly survival following enteric infection with the entomopathogenic bacterium *Pseudomonas entomophila*^26^ in 140 DGRP lines whose genomes have been comprehensively characterized for single nucleotide polymorphisms (SNPs) and non-SNP variants^18^,^19^,^27^. We found striking and reproducible variation in the DGRP lines' survival (Fig. 1a; Supplementary Fig. 1a; Supplementary Table 1), comparable to previous observations regarding natural variation in systemic immunity in *Drosophila*^23^. While around 50% of the tested lines harbour the natural endosymbiont *Wolbachia*^19^, this had no effect on susceptibility (Supplementary Fig. 1b). To eliminate the possibility that the differential susceptibility of the lines is due to differences in commensal bacteria^28^, we infected five lines randomly chosen from each phenotypic class (resistant or susceptible) in germ-free conditions. The loss of commensals did not alter their relative susceptibility, indicating that the endogenous microbiota do not majorly impact on susceptibility class (Supplementary Fig. 1c). We also evaluated whether our results could be biased by differences in feeding behaviour between DGRP lines but found no consistent difference in food uptake between resistant and susceptible lines (Supplementary Fig. 1d). To determine if this variability in survival is specific to enteric infection, we assessed susceptibility of DGRP lines to systemic infection with *Erwinia carotovora carotovora* 15 (*Ecc15*) (Fig. 1b). We did not use *P. entomophila* since it leads to very fast lethality in this condition, which renders the scoring of a meaningful phenotype difficult. We found little correlation between the two infection conditions and pathogens (Pearson correlation, *r*=0.23, *n*=78, *P*=0.0395). This observation suggests that the determinants of gut immunocompetence are distinct from those that govern systemic immunity^29^. However, one line, 25745, was highly susceptible in both infection conditions (Fig. 1b). We found that this fly line contains a null mutation in the *dredd* gene, a component of the immune deficiency (Imd) pathway required to resist Gram-negative bacterial infection^7^,^30^ (Supplementary Fig. 2a–d). Mutations with such a strong loss-of-function phenotype tend to be rare in a natural population and do not capture most of the underlying natural variation in gut immunocompetence^20^. For instance, the mutation we identified in *dredd* was found in only one of 205 genotyped DGRP lines^18^. Moreover, in a natural population, such a rare recessive allele would be mostly found in heterozygous form, which could explain why it has not been eliminated by purifying selection. We next examined whether the observed differences in survival is specific to *P. entomophila* by orally infecting DGRP lines with a clinical isolate of *Pseudomonas aeruginosa* (*PA14*). Specifically, using a similar infection protocol as for *P. entomophila* (Methods), we infected four randomly selected lines from the lower 10% in terms of survival to *P. entomophila* infection (that is, resistant) and four randomly from the upper 90% (that is, susceptible, excluding the *dredd* mutant line discussed above) and compared survival after 3 days (Supplementary Fig. 3). DGRP lines that were resistant to oral infection by *P. entomophila* were also resistant to *PA14*, while three of the four tested lines that were susceptible to *P. entomophila* were also susceptible to *PA14*. These results suggest that the DGRP phenotypes observed for *P. entomophila* infection may reflect a more general pattern in that they may be due to a common, likely bacterium-independent genetic and molecular mechanism that mediates oral infection susceptibility.

### Characterization of lines from the phenotypic extremes

We then assessed the dynamics of intestinal pathogen colonization and clearance in the same eight DGRP lines as used for the *PA14* infection experiment. Here, we quantified *P. entomophila* genomic DNA in fly guts at different time points post infection (Fig. 1c), providing new insights into the colonization behaviour of *P. entomophila* in the fly gut. Resistant and susceptible lines exhibited no significant difference in intestinal *P. entomophila* loads 30-min post infection, corroborating the results of the feeding assay. In addition, both classes of lines were able to clear *P. entomophila* from the gut after ∼16 h (Fig. 1c), suggesting that the impact of enteric infection with *P. entomophila* on survival is determined by the initial pathogen exposure and not persistence. Importantly, the rate of clearance was different between the two phenotypic classes with resistant lines reducing intestinal *P. entomophila* levels much faster than susceptible lines (analysis of variance (ANOVA) *P*=0.0033 for susceptibility class). This indicates that rapid eradication of *P. entomophila* as an immediate defence response could play a role in the final outcome of the infection. In *Drosophila* laboratory strains, *P. entomophila* infection causes severe irreversible intestinal epithelial damage in comparison to other pathogens^15^,^31^. Specifically, *P. entomophila*-induced inhibition of protein synthesis in the gut impairs both immune and repair programs leading to low epithelial renewal^31^. We examined whether the two DGRP phenotypic classes exhibit differences in protein synthesis and, as a consequence, variations in gut regenerative capability by measuring intestinal stem cell division, a quantitative readout of epithelial renewal. We found that guts of resistant lines are still able to translate proteins and induce a greater number of mitotic stem cells than those of susceptible lines (Fig. 1d,e). Collectively, our findings indicate that *P. entomophila* infection does not always lead to lethality caused by translation inhibition as previously suggested^31^, re-emphasizing the importance of host genetic background in determining the response to as well as outcome of infection.

### Genetic architecture of susceptibility to enteric infection

It is conceivable that physiological and survival differences between resistant and susceptible lines are a mere consequence of high genetic relatedness among lines from each phenotypic class. To explore this possibility, we used the available genetic relationship matrix for the eight DGRP lines (http://dgrp2.gnets.ncsu.edu/), but did not observe genetic clustering of phenotypic classes, as expected^18^ (Fig. 2a). However, a significant part of the observed variation in survival is due to genetic factors as the heritable component estimate is 0.61 (Methods). To gain insights into the genetic architecture of survival, we performed a complete diallel cross, where we generated all possible hybrid combinations by crossing the eight lines to each other. We then measured their susceptibility to *P. entomophila* infection. The F1 progeny from crosses between different resistant lines were resistant (Fig. 2b) and the F1 progeny from crosses between different susceptible lines were mainly susceptible, thus there was no evidence of consistent heterosis. The lack of resistance appearing in crosses between susceptible lines implies that susceptibility is not a mere consequence of inbreeding depression. Moreover, F1 progeny from crosses between resistant and susceptible lines tended to exhibit an intermediate susceptibility phenotype as expected when there are additive effects. Indeed, an analysis of the diallel cross data (Supplementary Table 2) revealed both additive effects reflected in general combining ability (ANOVA *P*=0.00001) and dominance effects reflected in specific combining ability (ANOVA *P*<0.00001)^32^. There were also various interactions between strains due to male and female parental combinations (Supplementary Table 2), suggesting that the extent of susceptibility depends on the specific combination of strains tested. In general, these patterns indicate that natural variation in survival to infection is partly additive, but also depends on the combination of strains being crossed, suggesting a complex genetic architecture.

### Genome-wide association study for survival to infection

To uncover genetic determinants underlying variation in immunocompetence, we performed a genome-wide association study (GWAS) on survival using both a non-parametric (Fig. 3a) and parametric test (Supplementary Fig. 4a). Unlike a previous study dealing with survival to viral infection in DGRP lines in which one quantitative trait locus (QTL) with large effect was identified^24^, we obtained 27 QTLs at an arbitrary *P*-value of 10^−5^, even though there was no clear point of departure from expectations in the *Q*–*Q* plot (Supplementary Fig. 4b). The results were largely consistent between both GWAS analysis procedures and a maximum of 19% of the phenotypic variance could be explained by a single QTL (Supplementary Table 3). The small sample size and the truncated distribution from which QTLs are chosen to estimate effect sizes can result in an overestimation of the proportion of variance explained, a phenomenon known as the ‘Beavis effect'^33^. This could be further exacerbated by linkage between SNPs (Supplementary Fig. 4a). To account for redundancy between linked SNPs, we also performed an iterative multiple-SNP regression^34^. Interestingly, as few as four SNPs can explain ∼50% of the phenotypic variance (Supplementary Table 4). Moreover, we performed a permutation analysis to evaluate the Beavis effect. In short, we sampled groups of lines of different sizes, ranging from 70 to 140, and performed multi-SNP regression. For each sample size, we performed 100 permutations with random resampling (Supplementary Fig. 5). We found that the proportion of variance explained, *R*^2^, decreases as the sample size increases, as expected, yet starts levelling-off at larger sample sizes, suggesting that the correct proportion of variance accounted by the SNPs is being approached at the larger sample sizes.

The most significant QTLs were located in the neurospecific receptor kinase (*Nrk*) gene, which belongs to an evolutionarily conserved stress-response network from *Drosophila* to mammals^35^. One of the three linked *Nrk* QTLs (Supplementary Table 3), which explains 14% of the phenotypic variance, is a non-synonymous polymorphism (*P*=3.6 × 10^−06^) in residue 306 of the protein (G or V). The minor allele (15% frequency) appears to be the ancestral allele since it is found in the four closest sequenced *Drosophila* species. Interestingly, lines harbouring this minor allele were mainly susceptible (Fig. 3b). To test if *Nrk* affects the antibacterial immune response, we measured the activity of the Imd pathway reporter *Diptericin-lacZ* (*Dpt-lacZ*)^12^ in wild-type and *Nrk* knockdown flies. In contrast to infected control guts, where *Dpt-LacZ* reporter was induced in the cardia and anterior midgut, *Nrk* knockdown flies have markedly reduced *Dpt-lacZ* activity (Fig. 3c). We also investigated the knockdown effect of several other genes that harboured strong QTLs with *Gyc76C* producing the most robust and greatest reduction in *Dpt-lacZ* activity (Supplementary Fig. 6c). *Gyc76C* contains a QTL (*P*=1.86 × 10^−05^) that explains 15% of the variance (Supplementary Table 3), and has recently been described as a modulator of the Imd pathway in response to salt stress in the Malpighian tubules^36^. Susceptible DGRP lines carrying the G-allele of the QTL expressed *Gyc76C* at higher levels than resistant lines (A-allele) post infection (Fig. 3d). Remarkably, endogenous *Dpt* transcript induction followed a similar trend (Fig. 3e). Knocking down *Gyc76C* expression specifically in enterocytes of adults also showed that *Gyc76C* diminishes *Dpt* induction (Fig. 3e) and reduces fly survival after enteric infection (Fig. 3f). Since Gyc76C is a membrane receptor capable of the activation and nuclear translocation of the Imd transcription factor Relish^36^, it may activate the Imd pathway in the gut independent of PGRP-LC, the canonical Imd pathway receptor. Taken together, these results suggest that our GWAS identified at least two novel genes that are capable of modulating gut immunocompetence and that were not previously implicated in canonical gut immune response pathways.

### Transcriptomic analysis of phenotypic extremes

Variability in survival and physiology among DGRP lines could in part be explained by system-specific transcriptional differences. 

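The lines belong to the Drosophila Genetic Reference Panel (DGRP), a collection of inbred and sequenced fly lines in which each line stands for a single genotype. The resistant lines were RAL-802, RAL-857, RAL-208 and RAL-486, and the susceptible lines were RAL-502, RAL-229, RAL-908 and RAL-280. Each line gave 1 challenged sample, taken 4 h after feeding with Pseudomonas entomophila, and 1 unchallenged sample kept on 1.5% sucrose, and each sample was RNA of 25 pooled guts. There were therefore 4 samples in each of the 4 combinations of class and treatment, and the lines were the replicates. The authors mapped the reads to the predicted transcriptome of each line, normalized the counts with voom, and deposited a log2 RPKM value (reads mapped to a transcript, relative to its length and to the mapped reads of the sample) for each of 15190 transcript entries of 7624 genes. The total number of reads of each sample is not part of these values, so the depth behind a single value is unknown; the paper gives an average over the samples in its methods. The median gene had a log2 RPKM of 2.91 to 3.03 in the resistant and 2.91 to 3.06 in the susceptible unchallenged samples, and of 2.98 to 3.27 and 3.03 to 3.27 in the resistant and susceptible challenged samples. Values below -3 made up 7 to 35 transcripts per sample. Gene values were the log2 of the mean RPKM of a gene's transcripts, and no further normalization or pseudocount was applied. Genes with a log2 RPKM of at least 0 in at least 4 samples were tested, which kept 7506 genes. Samples of the same class and treatment correlated with Pearson's r of 0.92 to 0.96 over these genes, and none of the 24 such pairs shared more than 26 identical transcript values.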

We therefore performed RNA-seq on 16 gut samples comprising the same four susceptible and four resistant lines as introduced above in the unchallenged condition and 4 h after *P. entomophila* infection (Supplementary Fig. 7a). Genes (1287) were differentially expressed 4 h post infection compared with the unchallenged condition when all eight lines were treated as replicates (false discovery rate (FDR) adjusted *P*-value<0.05 and two-fold change, Supplementary Data 1). This set of genes overlaps with what we have previously shown when characterizing the gut transcriptional response to *P. entomophila* infection, even though that analysis was carried out using microarrays and on a different genetic background (*Oregon*^*R*^)^31^. However, when we looked for differences in gene expression between the four resistant and four susceptible lines by pooling the samples of each susceptibility class, very few genes exhibited significant differential gene expression. 

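Challenged and unchallenged samples were compared with limma on the log2 RPKM values, with all 8 lines as replicates and without a term for the line. Of 7506 genes, 1261 had an adjusted p-value (Benjamini-Hochberg) under 0.05 and a log2 fold change above 1 in either direction, 860 of them higher and 401 lower after infection. Deviations from the condition means went together in the 2 samples of a line, with a mean correlation of 0.57 over the 8 lines and a range of 0.451 to 0.637. With the line as a replicate block, the comparison gave 1305 genes. A pseudocount of 1 RPKM moved the count most, to 1028 genes. The 4 genes that rose most and in all 8 lines were CG14204, upd2, CG33468 and CG15128. CG14204 rose from -2.60 ± 1.58 to 7.20 ± 1.14 log2 RPKM (SD, n = 8), a log2 fold change of 9.80 (standard error 0.63, limma adjusted p = 2.78e-09). The cytokine gene upd2 had a log2 fold change of 7.38 (standard error 0.61, limma adjusted p = 3.61e-08). CG33468 and CG15128 changed by 7.07 and 6.96 on the same scale. CG14204 and upd2 were below 0 log2 RPKM in all 8 unchallenged samples, and CG15128 lay between -5.90 and 0.28 there with a mean of -3.66, so the size of the change of these 3 genes rests on low values, and CG14204 changed by 14.7 in RAL-208 against 7.61 to 10.6 in the other lines. The 4 genes that fell most in all 8 lines were CG1946, Ser8, CG8112 and CG5322. CG1946 fell from 5.13 ± 1.03 to 0.99 ± 1.47 log2 RPKM (SD, n = 8), a log2 fold change of -4.14 (standard error 0.58, limma adjusted p = 1.22e-05), and the other 3 had log2 fold changes of -3.86, -3.73 and -3.60.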

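Each treatment was first fitted by itself, so that every line entered the comparison once. Among the 8 unchallenged samples, 0 of 7506 genes passed the thresholds of an adjusted p-value under 0.2 and a log2 fold change above 1 between the classes, and the smallest adjusted p-value from limma was 0.232. At an unadjusted p-value under 0.05 there were 323 genes. Among the 8 challenged samples, 2 genes passed, both higher in the resistant lines, and 448 genes had an unadjusted p-value under 0.05. A joint fit of all 16 samples in 4 groups, which shares the estimate of the spread between the treatments, gave 4 genes in unchallenged and 30 in challenged guts. When the line was added to the joint fit as a random replicate block, the counts were 6 and 32, with an estimated correlation of 0.391 between the 2 samples of a line.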

Specifically, the expression of only 5 and 34 genes were changed in the unchallenged and challenged guts, respectively, when comparing phenotypic classes (Fig. 4a; Supplementary Data 2). This may reflect reduced statistical power given the large number of genes that are compared. In addition, it is possible that small but systematic differences in gene expression collectively differentiate resistant from susceptible profiles. 

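The 2 genes that passed in challenged guts were GstE1 and CG33301. GstE1, which encodes a glutathione S-transferase and lies between GstE10 and GstE2 of the same family in the Release 6 assembly, with which it could share reads, reached 9.15 ± 0.22 log2 RPKM in the resistant and 6.44 ± 0.62 in the susceptible lines (SD, n = 4), a log2 fold change of 2.71 (standard error 0.30, limma adjusted p = 0.0206). CG33301 reached 7.63 ± 0.38 in the resistant and 5.56 ± 0.18 in the susceptible lines (SD, n = 4), a log2 fold change of 2.06 (standard error 0.21, limma adjusted p = 0.0206). Of the genes of Fig. 4a for challenged guts, 31 were analysed here, and the others were not analysed here. All 31 had an unadjusted p-value under 0.05 in the direction of the figure, and in 29 of them the resistant and susceptible lines did not overlap. The paper selected these genes for this difference in the same samples, so these counts describe the genes and are no separate test. For a gene whose lines do not overlap, the exact permutation test over the 8 lines gives p = 0.0286, the smallest p that 4 lines against 4 allow. In the joint fit, 28 of the 31 genes passed the thresholds. All 5 genes of Fig. 4a for unchallenged guts were without overlap between the classes. CG5770 had 6.59 ± 0.87 log2 RPKM in the resistant and 1.63 ± 1.57 in the susceptible unchallenged lines (SD, n = 4), a log2 fold change of 4.96 with a standard error of 0.76. Its adjusted p-value from limma was 0.332 in the fit of the unchallenged samples and 0.0425 in the joint fit. CG10097 and CG10096, which neighbour each other in the same assembly and could share reads, differed by -1.03 and -1.01 in the unchallenged samples. For each, the limma adjusted p-value was 0.232 in the fit of the unchallenged samples and 0.0425 in the joint fit. Both genes ranked the 8 unchallenged samples in the same order, from RAL-857 (2.42 and 3.31) to RAL-908 (3.87 and 4.73). They may therefore not be separate differences. CG15263 differed by -3.63 (limma adjusted p = 0.617) and lectin-37Da by 3.55 (limma adjusted p = 0.801). In the joint fit the limma adjusted p-values of CG15263 and lectin-37Da were 0.597 and 0.166, so that 4 of the 5 genes passed the thresholds there. CG10097 and CG10096 were counted separately among these 4.

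**Figure D1:**
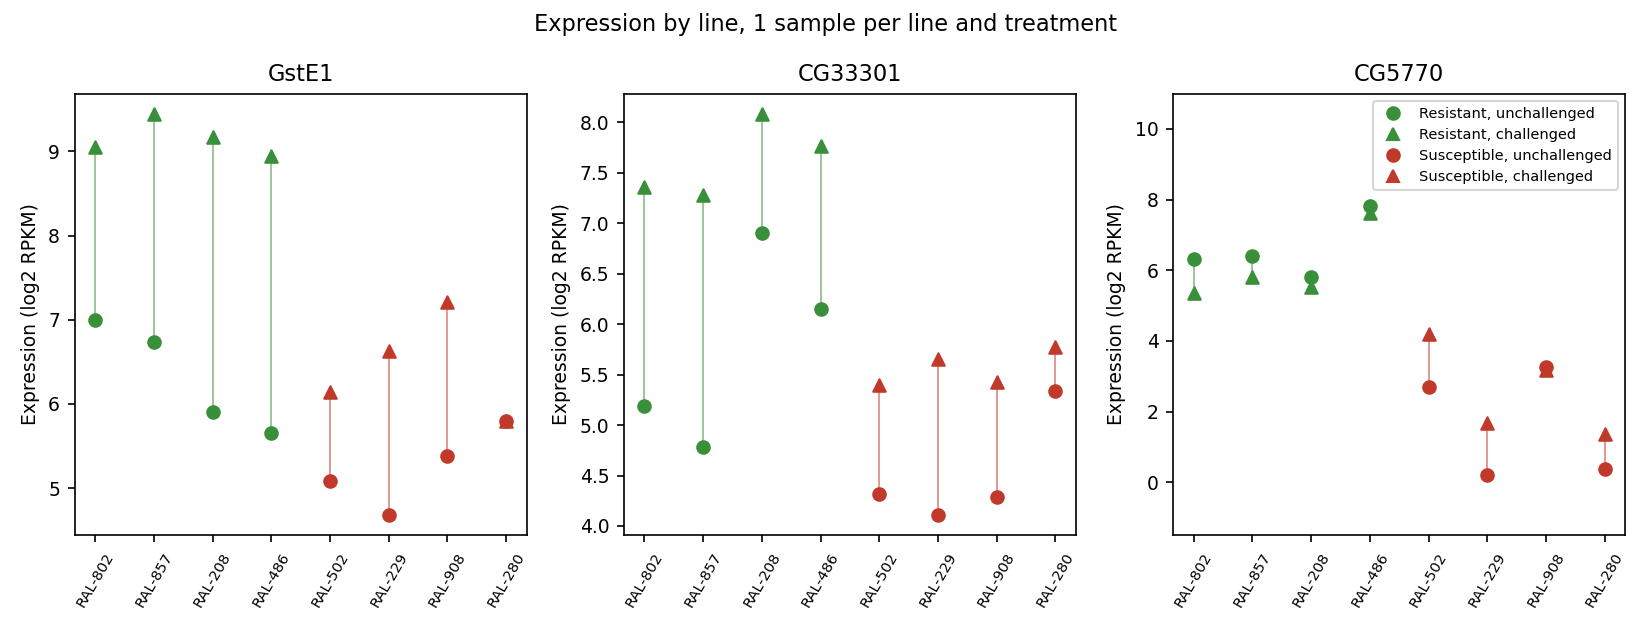
Expression of GstE1, CG33301 and CG5770 in log2 RPKM (vertical axes, which do not start at 0) in each of the 8 lines (horizontal axes), with 1 point per sample and a line joining the unchallenged (circle) and challenged (triangle) sample of a line. In challenged guts the 4 resistant lines lie above the 4 susceptible lines for all 3 genes.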

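Principal components were computed from the log2 RPKM values of the 2000 genes with the largest variance over the 16 samples, each gene centred and scaled to unit variance, as the FactoMineR package does by default. Of the genes listed in Supplementary Data 3, 1946 were among these 2000. The paper's methods name RPKM values of genes for this step, and the log2 scale is that of the deposited values. The paper's text does not name the scaling, so the same components were also computed without it.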

We therefore performed principal component analysis (PCA) on 2000 genes with the highest expression variance in the 16 transcriptomes. 

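PC1 held 53.4% of the variance of the scaled genes. The mean PC1 score was -29.5 ± 4.52 in resistant and -33.2 ± 1.03 in susceptible unchallenged samples, and 31.7 ± 7.85 and 31.0 ± 3.09 in the resistant and susceptible challenged samples (SD, n = 4). The lowest challenged sample lay 45.7 units above the highest unchallenged sample. The difference between the treatments was 1.92 SD of the 16 scores (exact permutation of the treatment within lines, two-sided p = 0.00781, the smallest that 8 lines allow). With 5000 genes PC1 held 48.6% of the variance.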

Since infection status has a large impact on the transcriptome, expression profiles derived from infected samples were separated from those of unchallenged samples on the first principal component (PC), which explains 53% of the variance (Fig. 4b). 

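With genes scaled to unit variance, PC2 held 7.89% of the variance. The susceptible unchallenged samples had a mean PC2 score of 3.15 ± 10.6 and the resistant ones of -4.06 ± 3.30 (SD, n = 4), a difference of 0.574 SD of the 16 scores that was smaller than the spread between lines (exact permutation test, two-sided p = 0.286). RAL-502 and RAL-280 lay above the resistant lines with scores of 16.8 and 6.38, and RAL-229 and RAL-908 lay among them with -5.28 and -5.29. In challenged guts the difference was 1.28 SD (exact permutation test, two-sided p = 0.0857). RAL-502 had a challenged score of 39.6, and RAL-908, with -7.96, overlapped the resistant lines. Without scaling, PC2 held 6.96% of the variance and separated the classes in both treatments, with a difference of 1.21 SD before and 1.59 SD after infection (exact permutation test, two-sided p = 0.0286 for each, the smallest that 4 lines against 4 allow).

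**Figure D2:**
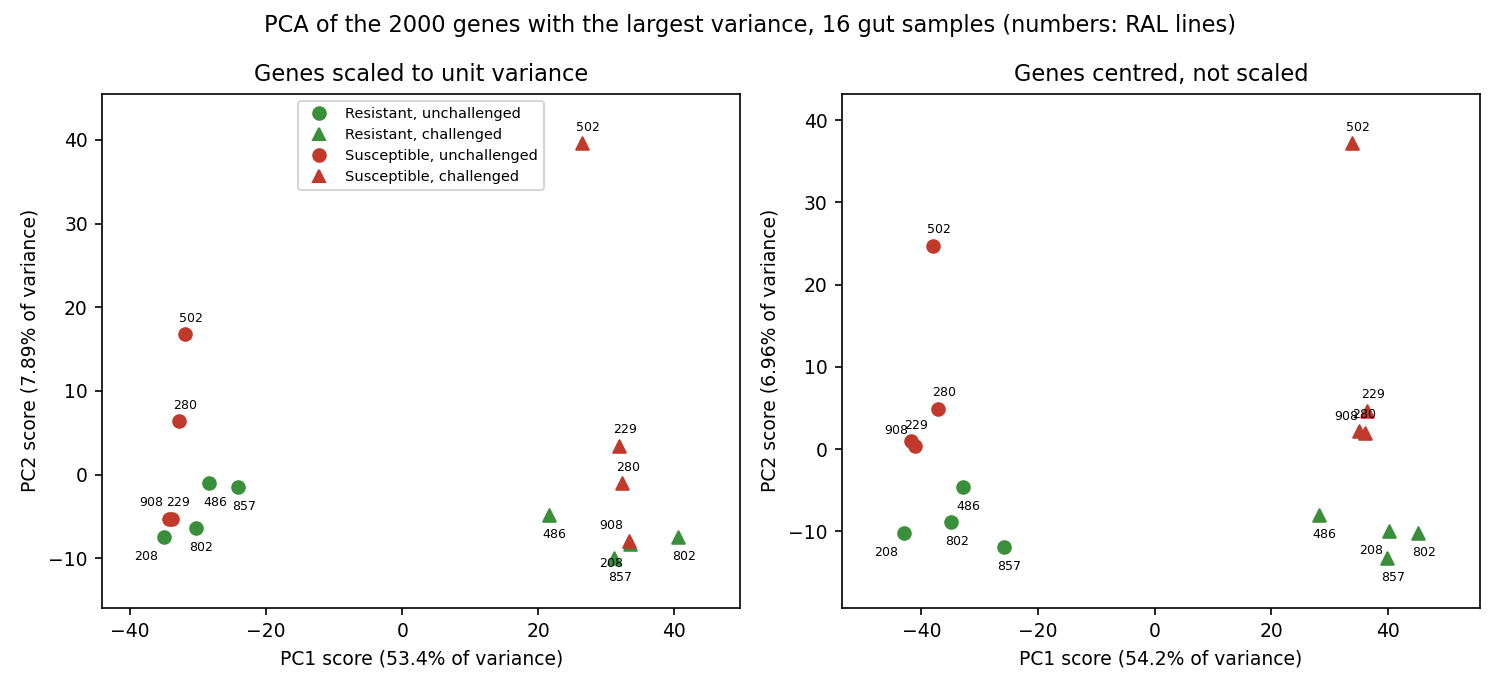
PC1 scores (horizontal axes) and PC2 scores (vertical axes) of the 16 gut samples, with the genes scaled to unit variance (left) and only centred (right); each point is 1 sample, labelled with its line number, coloured by class and shaped by treatment. The treatments part along PC1 in both panels, and the classes part along PC2 only in the right panel, where the unchallenged susceptible lines start at 0.342 and the unchallenged resistant lines end at -4.66.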

Strikingly, even before infection, profiles of resistant lines were separated from those of susceptible lines based on the second PC, which explains 7.3% of the variance (Fig. 4b). This separation implies that the basal intestinal transcriptional state of resistant lines is distinct from that of susceptible lines, which may either define or reflect a molecular pre-disposition to enteric infection susceptibility. 

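The separation of unchallenged guts depended on the components used. Without scaling, the gap on PC2 between the nearest unchallenged resistant and susceptible samples was 5.00 units, and between the nearest challenged samples 9.94 units. With scaled genes this gap was -4.32 in unchallenged samples, an overlap. They also overlapped on PC2 when 500, 5000 or the paper's own genes were used, and on the linear RPKM scale, which was chosen after seeing the data. With 500 genes the component that parted the classes in both treatments was PC3, and with 5000 genes PC4. When each line was left out in turn from the scaled analysis, the unchallenged difference on PC2 ran from 0.374 to 0.993 SD. The unchallenged classes overlapped on PC2 in all 8 of these fits. With RAL-486 left out PC4 parted the classes in both treatments, and with RAL-502 left out PC3 did. With RAL-908 left out the challenged classes were parted on PC2, with a gap of 6.97. From the separation on the second component, the paper reasons that the basal transcriptional state of resistant guts is distinct, and it proposes that this state may define or reflect a predisposition.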

To dissect the molecular signatures that underlie this transcriptional stratification of the two phenotypic classes, we performed modulated modularity clustering^37^ on the same 2000 genes. 

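Module membership was taken from Supplementary Data 3, in which 24 modules hold at least 15 genes, and the clustering was not repeated. The mean absolute Spearman correlation between the genes of a module over the 16 samples was recomputed from the log2 RPKM values. It was 0.828 in module 46, 0.715 in module 96, 0.704 in module 102 and 0.331 in module 140. The paper's reported values for these modules are 0.82788, 0.71495, 0.70314 and 0.33146. The largest module, 118, held 523 genes with a mean absolute correlation of 0.659. Since challenged and unchallenged samples were pooled for these correlations, genes that respond to infection correlate through the treatment as well as through the line.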

We identified 24 transcriptional modules including >15 correlated genes (Fig. 4c; Supplementary Data 3). On the basis of Gene Ontology analysis and manual annotation^38^, we assigned the genes within the modules to six functional groups (Fig. 4d). 

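For each of the 24 modules, principal components were computed over the 16 samples with genes scaled to unit variance, and a module counted as separated when the PC1 scores of the treatments did not overlap and those of the classes did not overlap within either treatment. The treatments were separated in 17 modules. The classes were separated in 1 module in challenged guts and in 0 modules in unchallenged guts, so that 0 modules met all criteria. In unchallenged guts, an exact permutation test of the class gave a p-value under 0.05 for 0 of the 24 modules. Without scaling, 1 module, module 96, met all criteria. With scaled genes it also met them on the linear RPKM scale, which was chosen after seeing the data, and with RAL-802 or RAL-229 left out. Without scaling, module 140 also parted the classes, by 1.57 SD in unchallenged and 1.28 SD in challenged guts. Its gaps between the classes were 2.33 and 1.63, but its treatments overlapped.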

To identify those modules whose gene levels clearly separate the lines according to treatment and phenotypic class, we systematically performed PCA on each module by taking the expression levels of its genes (Fig. 4e). We found that in module #96, samples are clearly separated on the first PC, even though the probability for such a separation to spuriously occur is <3 in 10,000 (Fig. 4e; Supplementary Fig. 7b,c). This module contains 20 genes, of which nine are related to stress response and most notably to ROS metabolism (Fig. 4e,f) and collectively explains 29% of the observed phenotypic variation (Supplementary Table 5). 

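PC1 of module 96 held 74.6% of the variance of its 20 scaled genes. Its score was -4.16 ± 0.90 in susceptible and -2.27 ± 0.94 in resistant unchallenged samples (SD, n = 4), a difference of 0.487 SD of the 16 scores (exact permutation test, two-sided p = 0.0571). The overlap came from RAL-802, a resistant line at -3.03, and RAL-229, a susceptible line at -2.89. After infection the scores were 1.22 ± 1.76 in susceptible and 5.21 ± 1.28 in resistant samples (SD, n = 4), a difference of 1.03 SD without overlap (exact permutation test, two-sided p = 0.0286, the smallest that 4 lines against 4 allow). Between the lowest challenged and the highest unchallenged sample there was a gap of 0.818. Without scaling, PC1 held 78.2% of the variance and the classes did not overlap in either treatment, with gaps of 0.424 in unchallenged and 1.19 in challenged samples. Of 10000 sets of 20 genes drawn at random from the genes of Supplementary Data 3, 23 showed complete separation on PC1 with scaled genes, or 0.23% (95% exact binomial confidence interval 0.146 to 0.345%), and 45 did so without scaling.

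**Figure D3:**
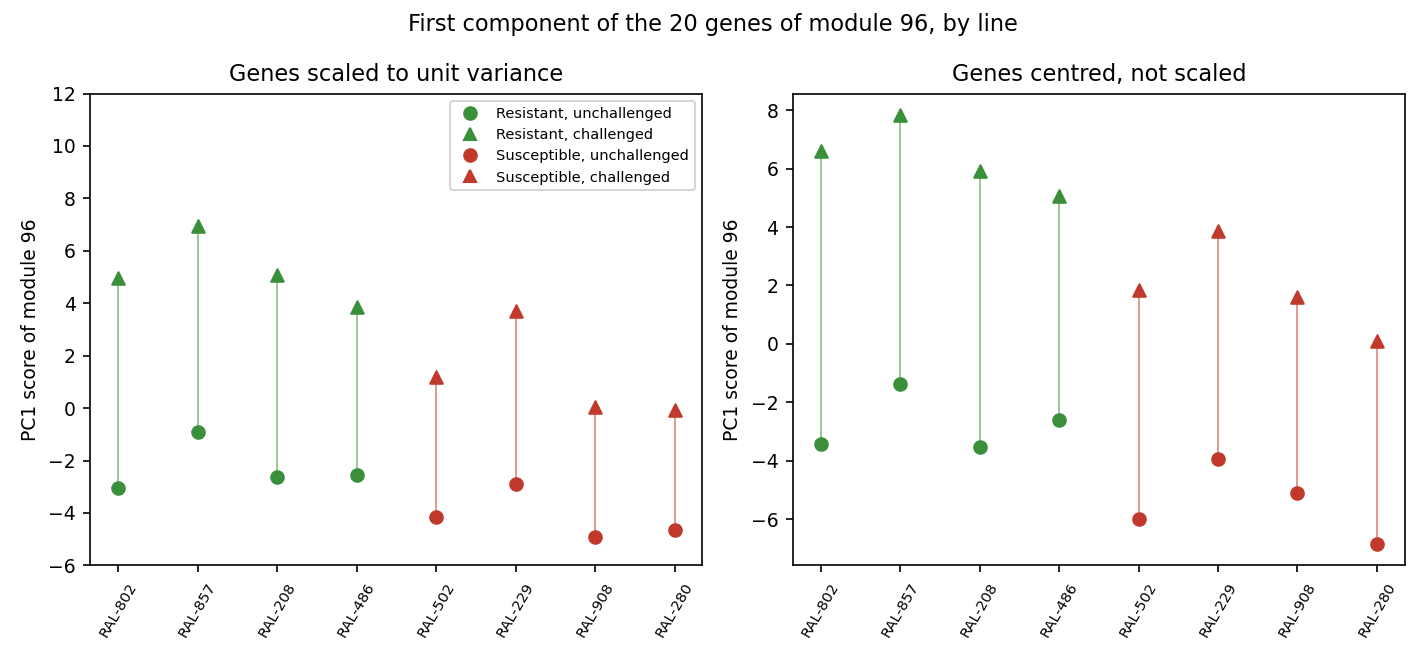
PC1 scores of the 20 genes of module 96 (vertical axes) in each of the 8 lines (horizontal axes), with the genes scaled to unit variance (left) and only centred (right); circles are unchallenged and triangles challenged samples, and a line joins the samples of a line. In the left panel RAL-802 unchallenged lies below RAL-229 unchallenged, and in the right panel the classes do not overlap within either treatment.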

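Of the 20 genes of module 96, 14 rose and 6 fell after infection. The genes that rose include the glutathione S-transferase genes GstD1, GstD9 and GstD10, which lie side by side in the Release 6 assembly, and reads shared between such related genes were not separated here. GstD1 was the most highly expressed of them, at 10.0 ± 0.60 log2 RPKM in resistant and 9.21 ± 0.73 in susceptible challenged guts (SD, n = 4), a difference of 0.81 that was not past the threshold (limma adjusted p = 0.866). GstD10 had 5.12 ± 0.16 in resistant and 4.04 ± 0.49 in susceptible challenged guts (SD, n = 4), a log2 fold change of 1.08 (limma adjusted p = 0.464) without overlap between the classes. GstD9 differed by 1.33 in the same direction, with overlap. The classes did not overlap in 6 of the 20 genes in unchallenged and in 6 in challenged guts. The share of phenotypic variation and the functional annotation were not analysed here.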

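In module 102, which holds 16 genes, PC1 and PC2 held 70.0% and 11.6% of the variance of the scaled genes. PC1 separated the treatments with a gap of 0.801, and on PC2 the treatments overlapped. On PC2 the resistant lines scored higher than the susceptible lines by 1.19 SD of the 16 scores in unchallenged and by 1.38 SD in challenged guts (exact permutation test, two-sided p = 0.0571 for each). The gap between the nearest lines of the classes on PC2 alone was -0.138 before and -0.0248 after infection, an overlap in both. In the plane of PC1 and PC2, a straight line parted the classes within each treatment, as it did for 5 of the 35 splits of the lines into 4 and 4 in unchallenged and for 6 in challenged guts. Both treatments were parted in 1 of the 35 splits, the real one. The paper picked this module for its separation of these samples, so that count decides nothing. Of the 24 modules, 2 had the classes parted in this way in both treatments, modules 96 and 102, and 15 of the 35 splits had at least as many such modules.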

Other modules such as #102 (16 genes) also separated the samples on the first two PCs (Supplementary Fig. 8). Interestingly, module #102 likewise contains several ROS-related genes such as *Cyp6a9* and *Thioredoxin-2* (*Trx-2*)^39^. 

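Cyp6a9, a cytochrome P450 gene that lies between Cyp6a19 and Cyp6a20 in the Release 6 assembly and could share reads with them, had 5.13 ± 0.28 log2 RPKM in resistant and 2.35 ± 1.86 in susceptible unchallenged guts (SD, n = 4), a log2 fold change of 2.78 (standard error 0.79, limma adjusted p = 0.999). In challenged guts it had 4.19 ± 0.29 and 1.09 ± 1.84 (SD, n = 4), a log2 fold change of 3.10 (standard error 0.75, limma adjusted p = 0.464) without overlap between the classes. Cyp6a9 fell after infection in all 8 lines, by 1.10 on the log2 scale on average. The fit without a term for the line gave a standard error of 0.91 (limma adjusted p = 0.316). With the line as a replicate block the standard error was 0.18 (limma adjusted p = 0.000242), so the call depends on the pairing by line. Trx-2 rose after infection in all 8 lines, with a log2 fold change of 1.17 (standard error 0.11, limma adjusted p = 1.65e-07). Its class differences of -0.17 in unchallenged and -0.17 in challenged guts were within the spread between lines (exact permutation test, two-sided p = 0.229 and 0.314).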

ROS are essential signalling molecules and immune effectors that are induced by the infected gut to neutralize pathogens^13^ and promote intestinal renewal^14^. However, a high ROS load can also cause inhibition of protein translation and consequently severe intestinal damage^31^, necessitating a finely tuned regulation of ROS production and metabolism^40^.

### A role for ROS in variation in susceptibility

To investigate the physiological relevance of ROS in mediating inter-individual differences in gut immunocompetence, we compared ROS levels in resistant versus susceptible lines (Fig. 5a,b). Importantly, ROS levels were significantly lower in resistant lines in both conditions (ANOVA *P*=2.98 × 10^−7^ for susceptibility class in unchallenged condition and *P*=1.43 × 10^−11^ in challenged condition). This may reflect a more efficient ROS metabolism in resistant lines, possibly mediated by the higher expression levels of the majority of genes in the focal module #96 compared with susceptible lines (Fig. 4f). 

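In unchallenged guts, 12 of the 20 genes of module 96 had a higher mean log2 RPKM in the resistant than in the susceptible lines. In challenged guts 14 of 20 did. With medians in place of means the counts were 10 and 14. With each line left out, the unchallenged count ran from 9 to 13, so a majority before infection was not stable. The 14 genes higher in challenged resistant guts were the same 14 that rose after infection, and all 6 genes that fell after infection were lower in challenged resistant guts. The module was formed from correlations over the same samples and singled out by the paper for the separation of treatment and class on its PC1, so matching directions are no separate test. The differences in challenged guts ran from 0.34 for Ugt36Ba, which changed sign when a single line was left out, to 1.90 for rev7 among the genes that were higher. For rev7 the adjusted p-value from limma was 0.464, and 0 of the 20 genes passed an adjusted p-value under 0.2 in either treatment in the fits of 8 samples. In the joint fit of 16 samples, CG33158 and rev7 passed in challenged guts (limma adjusted p = 0.0566 and 0.0916) and lectin-37Da in unchallenged guts (limma adjusted p = 0.166).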

Since too much ROS inhibits translation and epithelial renewal resulting in lethality^31^, it appears that resistant lines utilize ROS in a more effective and less noxious manner than susceptible lines (Fig. 1c,e). To investigate this hypothesis, we evaluated the survival of the same lines to ingestion of paraquat, a ROS-catalyzing chemical reagent. Most susceptible lines showed higher lethality compared with resistant lines (Fig. 5c), supporting the role of ROS as one of the principal components underlying variation in gut immunocompetence.

## Discussion

Direct exposure to environmental insults such as pathogens has driven the alimentary canal to establish numerous protective and homeostatic mechanisms^28^. Considerable efforts have been invested in characterizing mechanisms underlying intestinal immunity using model organisms like *Drosophila*. However, most of these studies identified genes with large effects involved in canonical immune pathways^7^. The aim of our study was to go beyond these classical analyses to uncover first of all the extent of inter-individual variation in gut immunocompetence and in a subsequent step the underlying genetic and molecular determinants. We found striking differences in the overall susceptibility to enteric infection, not only in survival, but also in related physiological aspects including bacterial load, stem cell activity and infection-induced inhibition of translation. A first important implication of these findings is that the outcome of classical *Drosophila* genetics experiments involving standard laboratory strains may not always be generalizable to all wild-type strains. Indeed, while the use of such standard strains is valuable to increase reproducibility, a downside is that it may lead to conclusions that are only true in specific genetic backgrounds^41^,^42^ as we demonstrate here for pathogen-induced inhibition of translation (or lack thereof) in DGRP lines.

This phenomenon likely reflects the inherently complex nature of traits like gut immunocompetence since they are the result of the interplay of many biological processes, each of which could be affected by many genomic loci with small to medium effects. The results from our GWAS analysis are consistent with this hypothesis as they suggest that relatively common alleles located in various parts of the genome drive gut immunocompetence in additive manner. If rare variants resulted in reduced survival to infection in susceptible lines, then crossing two susceptible lines should have resulted in a resistant hybrid. Moreover, deleterious mutations affecting gut immunocompetence could be under strong purifying selection, further reinforcing a genetic architecture of multiple loci with relatively small effects^43^,^44^.

A consequence of such a genetic architecture is that it renders the prediction of a trait from genotypic information difficult. An attractive approach to improve phenotypic predictions is the complementation of genetic data with *in vivo* measurements of molecular parameters since the latter may yield mechanistic insights that may not be immediately obvious from GWAS analyses, which, similar to our study, are often performed on rather coarse-grained phenotypic read-outs (such as survival here)^45^. Our finding that the transcriptomes of resistant and susceptible extremes can be separated by PCA even before infection is interesting in this regard, as it suggests that there are systematic molecular differences underlying susceptibility to enteric infection. This observation also implies that with a large enough sample size, signatures of susceptibility could be mined from the data for both a better biological understanding and prediction of gut immunocompetence. In this study, we provide a proof of concept by clustering correlated transcripts into modules and identifying a candidate module linked to ROS metabolism. While the involvement of ROS in intestinal infection and homeostasis has been previously established^9^,^13^,^28^,^31^,^46^, it is particularly intriguing that it may also be one of the important factors that either mediate (or reflect) naturally occurring variation in gut immunocompetence, since lines from the phenotypic extremes contained significantly different intestinal ROS levels even before infection and reacted distinctly after exposure to the ROS-inducing chemical paraquat. As such, ROS levels, which are an indirect measure of stress, may have phenotype-predictive value, irrespective of whether differential ROS levels are a cause or a consequence of differences in gut immunity. Better utilization of ROS by the resistant lines may then constitute a tolerance rather than an active resistance mechanism^47^. But clearly, alleles for low tolerance have persisted in the population and we speculate that the underlying mechanisms could be conceptually similar to variation in immunity, where environmental heterogeneity and fitness trade-offs limit the effect of natural selection^48^.

Since enteric infection has a major impact on human and animal health, resolving the genetic and physiological contributions underlying continuous variation is of great importance. This is particularly the case in the developing world where almost 20% of child deaths can be linked to a pathogenic invasion of the intestine^49^. In many cases, this invasion is by opportunistic pathogens on immunocompromised individuals, who might have a functioning innate immune system like AIDS patients^50^. In addition, enteric infections by opportunistic *Pseudomonas* species have been reported in hospitalized patients^51^,^52^. Understanding the role of genetic variation in innate immunity could therefore shed more general light on susceptibility to opportunistic pathogens^53^ including members of the *Pseudomonas* genus^52^. Our study now reveals that identifying causal factors may present a substantial challenge in that the observed, overt physiological differences between resistant and susceptible lines appear to be driven by multiple genetic effects. We therefore postulate that a promising strategy could be the identification of transcriptional modules as informative biomarkers of disease susceptibility given their inherent dependence on the interaction between a genome and its environment. Alternatively, since transcriptome analyses are expensive diagnostic tools, knowledge gained from the study of transcriptional modules could be used in the discovery of novel biomarkers. Such insights into the molecular determinants of gut immunocompetence may help in developing control programs in invertebrate disease vectors as well as in better understanding the mechanisms underlying variability in susceptibility to enteric infections in human populations.

## Methods

### Fly stocks

DGRP lines were obtained from the Bloomington Stock Center and reared at room temperature on a standard fly medium. The fly medium recipe that we used is the following (for 1 l water): 6.2 g agar powder (ACROS N. 400400050), 58.8 g Farigel wheat (Westhove N. FMZH1), 58.8 g yeast (Springaline BA10), 100 ml grape juice, 4.9 ml propionic acid (Sigma N. P1386), 26.5 ml of methyl 4-hydroxybenzoate (VWR N. ALFAA14289.0) solution (400 g/l) in 95% ethanol and 1 l water. For RNAi (IR) studies, F1 progeny carrying one copy of the *da-Gal4* or *MyoIA-Gal4* with *tub-Gal80*^*ts*^ transgenes (and *Diptericin-lacZ* reporter in the case of *da-Gal4*) as well as one copy of *UAS-IR* (all in the *w*^*1118*^ background) were kept at 18 °C for 3 days post eclosion, and then moved to 29 °C for 8 days to activate the *UAS-IR*. The *UAS-Gyc76C-IR* line is a gift from Julien Dow, the *UAS-Nrk-IR* (CG4007 R2 and R3) fly lines were obtained from the DGRC stock centre. Imd pathway mutants used are *Dredd*^*B118*^ (ref. 30) and *Relish*^*E20*^ (ref. 54).

### Infection, paraquat treatment and survival experiments

*P. entomophila* L48 is a strain isolated from a female *D. melanogaster* fly collected at the Island of Guadeloupe^26^. *Ecc15* was obtained from the French Collection of Phytopathogenic Bacteria (INRA, Angers, France). *P. entomophila* and *Ecc15* were cultured in Lysogeny broth (LB) medium at 29 °C overnight. *P. aeruginosa* clinical isolate *PA14* (UPR 9022, Strasbourg) was cultured in Brain Heart Infusion broth at 37 °C overnight. For enteric infection, 3–5 day old females were first starved 2–3 h at 29 °C, and then transferred into vials with fly medium covered with filter disks soaked in a mix of bacterial pellet at OD_600 nm_ of 100 and 1.5% sucrose. For survival analysis, flies were transferred onto a fresh fly medium 24 h post infection, and maintained on a fresh and healthy medium during the survival assay. For Paraquat treatment, the same procedure as oral infection was followed except for the addition of a solution of 20 mM Paraquat dichloride hydrate (FLUKA Analytical #36541) in 1.5% sucrose instead of the bacterial pellet. For systemic *Ecc15* infection, adult flies were pricked in the thorax with a tungsten needle that had been dipped into a concentrated bacterial pellet with an OD_600 nm_ of 200.

### RT–qPCR

Total RNA was extracted from 20 guts including the crop, the cardia and the midgut using TRIzol reagent (Invitrogen). Malpighian tubules were removed from the samples. cDNA was then synthesized from 1 ug total RNA using *SuperScript II* enzyme (Invitrogen). quantitative PCR experiments were performed with a LightCycler 480 machine and the SYBR Green I kit (Roche). Relative gene expression was calculated after normalization to the control *RpL32* mRNA. Given the polymorphic nature of the DGRP lines, we assured that the primers did not target sites with polymorphisms. The primer sequences are available in Supplementary Table 6.

### Bacterial load measurement

Flies were orally infected with *P. entomophila* and then transferred to a fresh medium 30 min post infection. The DNA fractions were then isolated at indicated time points using the TRIzol manufacturer's protocol (Invitrogen). The bacterial load quantification was then assessed by quantitative PCR with *P. entomophila monalysin*-specific primers^55^ (Supplementary Table 6). Normalization has been performed on the host *RpL32* DNA.

### Assessment of nascent protein synthesis

To assess the levels of protein translation in susceptible and resistant guts, we used the Click-iT AHA (L-azidohomoalanine) for Nascent Protein Synthesis commercial kit (Invitrogen). Flies were orally infected for 16 h as described above, but by adding AHA reagent at 50 μM as final concentration to the infection mix. Guts were then dissected in 1X PBS Triton 0.3%, fixed for a minimum of 30 min in PBS 4% paraformaldehyde, and finally washed with PBS Triton 0.3%. DAPI reagent (Sigma) was used to stain DNA. The R2 region^56^ of the gut was visualized with an Axioplot imager (Zeiss).

### PH3 staining

Guts were dissected in Grace's insect medium (life technologies) and fixed for 15–20 min in PBS 4% paraformaldehyde. They were subsequently washed in PBS 0.1 triton (PBT), blocked in PBT 0.1% BSA (PBTA) for 1 h, and then incubated 2 h at 4 °C with primary and secondary antibodies in PBTA. Antibody used was 1/500 rabbit anti-PH3 (Millipore), 1/500 Alexa-594 anti-rabbit (Life Technologies).

### ROS measurement

To assess homeostatic ROS level as well as *P. entomophila*-induced ROS, we used the Amplex Red reagent (Invitrogen #A12222) as described previously^46^, by incubating six flies of each genotype with 100 μl of reaction buffer (pH 7,4) and 0.25 unit ml^−1^ of horseradish peroxidase (Sigma) for 1 h at 37 °C. The fluorescence was measured in a microplate reader at 550 nm.

### Genome-wide association analysis

We performed two GWAS. The first was performed on angle transformed proportion death at day 3 using PLINK v1.07 (ref. 57). Specifically, means of three repeats per line were taken as phenotype, and only biallelic SNP markers were considered. We calculated empirical *P*-values by using default adaptive permutation settings. The other GWAS was performed directly on the proportion data using a non-parametric Kruskal–Wallis one-way ANOVA by ranks test. In this pipeline, all variants can be considered, including non-SNPs, even if they are not biallelic. Specifically, we grouped overlapping variants for each line, creating a list of loci with two or more alleles in the population with a minimum allele count of 10. We then grouped the phenotypic measurement according to the allele of its line and performed a Kruskal–Wallis test. For each variant, 1,000 permutations of the phenotype data were performed to estimate the false discovery rate. Since our GWAS hits are of marginal significance, the false discovery rate within this range of *P*-values is high (for example, at *P*-value≤2e−05, the FDR is 0.66). Nevertheless, the two approaches yielded very similar candidate lists. For the multiple-SNP GWAS, please refer to the legend in Supplementary table 4.

### RNA-seq analysis

Four resistant (Bloomington 28235, 28252, 25174 and 25195) and four susceptible DGRP lines (Bloomington 28164, 28263, 29653 and 28204) were selected for RNA-seq experiments. These eight lines were infected 4 h with *P. entomophila* as indicated above, in parallel, the same eight lines were kept on 1.5% sucrose as controls. Twenty-five guts for each of the 16 samples were dissected and subsequent TRIzol RNA extraction was performed. We chose the 4 h post infection time point for multiple reasons. First, we have previously shown that major changes occur in the transcriptome as early as 4 h post infection. Importantly, these changes are not restricted to immediate immune responses, but extend to the homeostatic mechanisms like intestinal stem cell-induced regeneration and repair. So we reasoned that differences between resistant and susceptible lines could be resolved by that time. Another motivation for this choice stems from the fact that *P. entomophila* does not persist in the gut, and therefore, resistant lines could return to an uninfected state relatively quickly. In addition, fly mortality is still low to non-existent at 4 h post infection in susceptible lines. Libraries were prepared using the Illumina Truseq RNA kit and sequenced for 100 cycles on the Illumina HiSeq 2000 in the University of Lausanne Genomic Technologies Facility. Post processing was performed using Casava 1.82. There was an average of 25 million reads per sample. Reads were mapped to individual DGRP-predicted transcriptomes^19^. Count data was normalized using the Voom package in R. Each gene's reads per kilobase per million mapped reads (RPKM) value was calculated by averaging the RPKM values of its associated transcripts. Analysis of differential expression was performed using limma^58^. Gene RPKM values were used to perform principal component analysis using the FactoMineR package. Modulated modularity clustering was performed as in ref. 20 on the RPKM values of the 2,000 genes with the largest variance. We used the R built-in heatmap function with default settings for mean gene expression levels by phenotypic class in module #96.

### Quantitative genetic and statistical analyses

All statistical analyses were performed in R version 3.0.2 unless otherwise noted. We used angular transformation on percentage death data in all parametric analyses. For calculating the heritable component, we treated the transformed percentage death at day 3 as a Gaussian response in a random effects model of the form Y=*μ*+*L*+*R*+*ɛ* where *μ* is the mean proportion death of all lines, *L* is a random variable representing deviation of each line from the mean, *R* is a random variable representing the deviation of each line's biological replicate from the line mean, and *ɛ* is the residual error. We assumed that all variation is additive and that there is no epistasis and estimated the heritable component as *V*_A_/*V*_A_+*V*_E_, where *V*_A_ is the additive genetic variance and is equal to half the between-line variance, *V*_L_, since the lines are almost entirely homozygous and *V*_E_ is the environmental variance such that *V*_E_=*V*_R_+*V*_*ɛ*_. To estimate the proportion of variance accounted for by a certain QTL, we calculated *R*^2^ by performing linear regression taking the SNPs as factors. Pearson's product moment correlation between oral infection and septic injury was performed on the angular transformed line means between oral infection at day 3 and septic injury at day 10. For the bacterial load experiment, we analysed log_2_ relative ratios to *Rpl32* values using ANOVA where the line was nested in susceptibility class and treated as a fixed effect, time post infection was treated as a fixed effect, and experimental replicate was treated as a random effect. Nested ANOVA, where line is nested within susceptibility class, was used to compare the log_2_ transformed PH3 counts of the susceptibility classes. For the analysis of the effect of RNAi knockdown of *Gyc76C* on *Dpt* induction, ANOVA was used with genotype and time post infection as fixed effects and experimental replicate as a random effect. Separate nested ANOVA by condition was used to determine the effect of susceptibility class on ROS levels (normalized absorbance) where line was nested in susceptibility class and treated as a fixed effect and experimental replicate was treated as a random effect. We used the R built-in heatmap function with default settings to plot the genetic relationship matrix data.

## Additional information

**Accession codes:** The raw and analysed RNA-seq data have been deposited in the GEO database with accession code GSE59411.

**How to cite this article:** Bou Sleiman, M. S. *et al*. Genetic, molecular and physiological basis of variation in *Drosophila* gut immunocompetence. *Nat. Commun.* 6:7829 doi: 10.1038/ncomms8829 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-8, Supplementary Tables 1-6 and Supplementary References

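Supplementary Data 1 gives for each gene the log2 fold change between all challenged and all unchallenged samples with its p-values. Of the genes that could be read from it, 1958 were also tested here. The log2 fold changes computed from the deposited values differed from the listed ones by a median of 0.0018 in absolute value. The supplement marks 993 of these genes as differentially expressed, and 991 of them passed the same thresholds here, along with 7 that it does not mark.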

Supplementary Data 1 Differential expression analysis between all challenged and all unchallenged samples.

Supplementary Data 2 Analysis of genes differentially expressed in resistant *versus* susceptible lines.

Supplementary Data 3 Modulated modularity clustering modules.

## Figures and Tables

**Figure 1:**
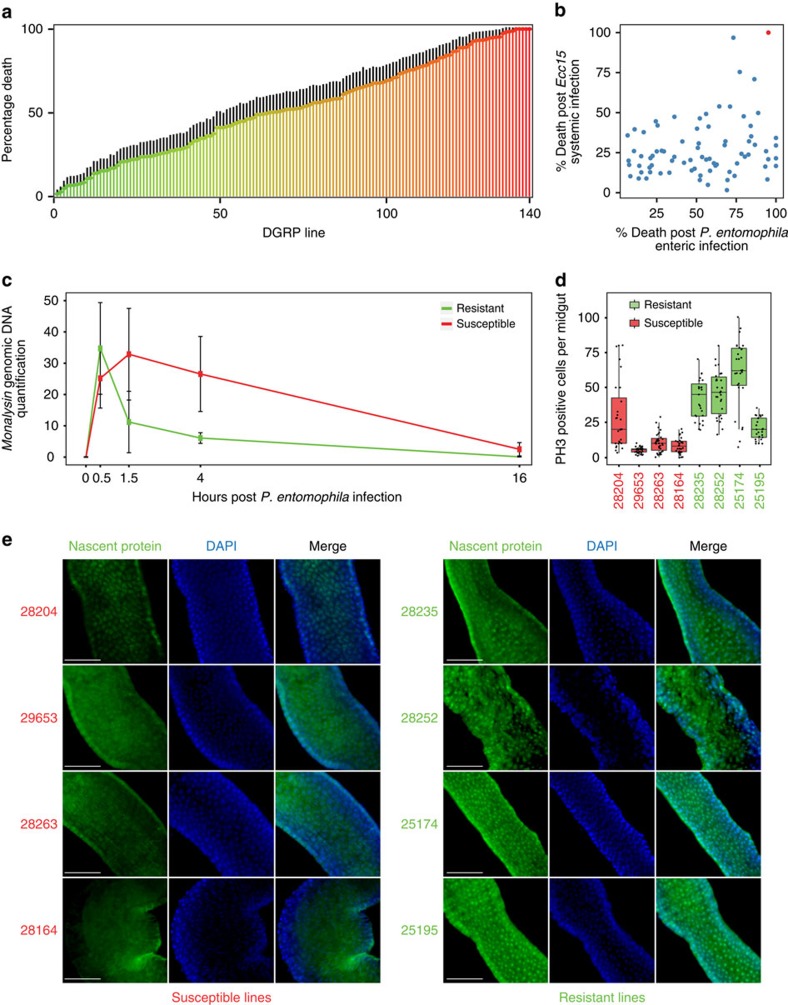
Susceptibility to infection is highly variable among DGRP lines and multifactorial. (**a**) Bar graph showing for each of the 140 DGRP lines (*x* axis) the percentage of dead female flies (*y* axis) 3 days post-enteric infection with *Pseudomonas entomophila* (*A* 100). Data shown are averages from three biological replicates (±s.e. of the proportion; *n*>60 females per line). (**b**) A scatter plot of 78 DGRP lines revealing an absence of correlation in proportion death between enteric (by 3 days post-*P. entomophila* ingestion) and systemic (by 10 days post-septic injury with *Ecc15*) infection. DGRP line 25745 (red) is highly susceptible in both conditions and features a rare mutation in the *dredd* gene. (**c**) Quantification of *P. entomophila*-specific *monalysin* genomic DNA by qPCR reveals differences in *P. entomophila* clearance between four susceptible and four resistant DGRP lines over time (ANOVA *P*=0.00343 for the effect of susceptibility class; see Supplementary Methods for details on statistics). (**d**) Quantification of PH3-positive cells per female midgut dissected 8 h post enteric infection with *P. entomophila* reveals that infected resistant lines have more mitotically active stem cells than those of susceptible lines (*n*>30 guts per line; ANOVA *P*<0.00001 for difference between susceptibility classes). (**e**) Measurement of the incorporation of a methionine analogue, L-azidohomoalanine (green staining), in the R2 region^56^ of the anterior midgut shows that susceptible lines are not able to synthetize proteins after infection in contrast to resistant lines. Note that while the same midgut region was sampled, no gross morphological differences in the shape or regionalization of the gut can be observed between resistant and susceptible flies after infection. However, this does not rule out subtle differences at the cellular level. Scale bar 50 μm.

**Figure 2:**
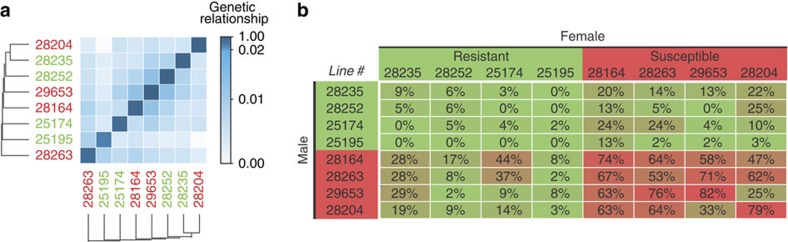
Gut immunocompetence is a largely additive, complex trait. (**a**) The genomic relationship matrix shows an absence of genetic relatedness among either resistant or susceptible lines respectively. (**b**) Percentage death for F1 flies in a full diallel cross between four susceptible and four resistant DGRP lines (by 3 days post-enteric infection with *Pseudomonas entomophila* (*A* 100)).

**Figure 3:**
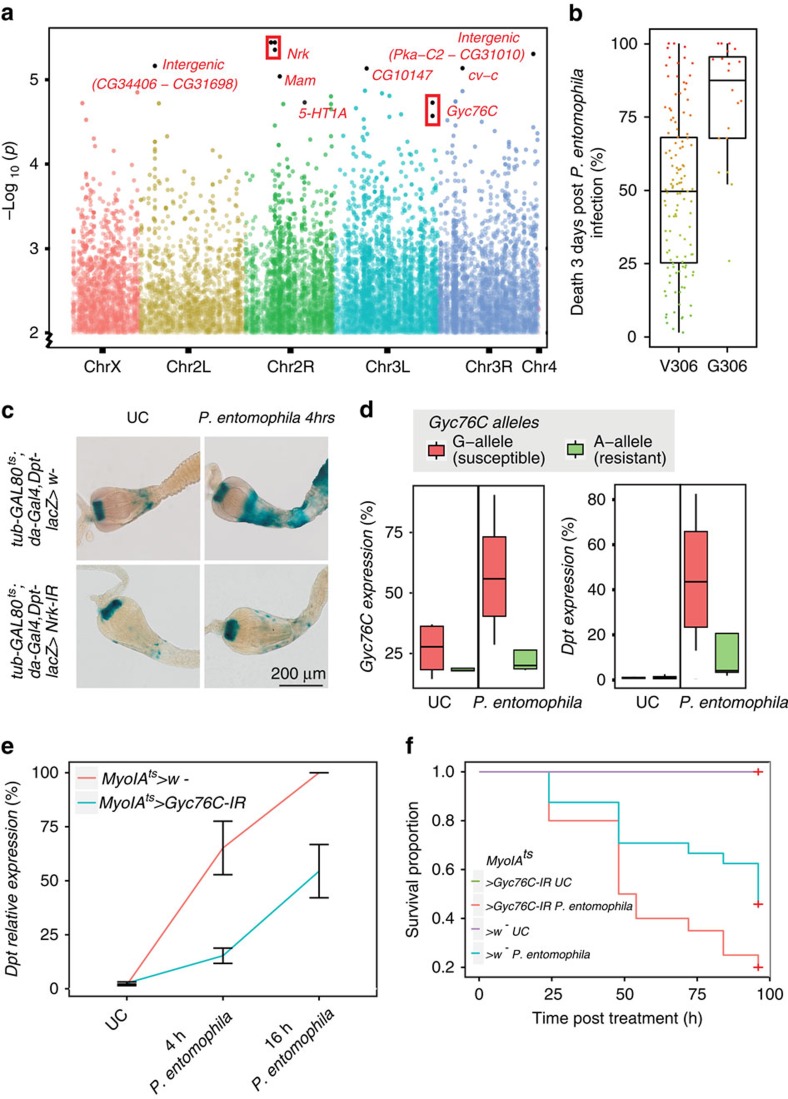
GWAS reveals genetic loci underlying susceptibility to infection. (**a**) Manhattan plot of the *P*-values (*y* axis) for the association between genomic variants in DGRP lines and *Pseudomonas entomophila* susceptibility. A non-parametric Kruskal–Wallis test was performed using proportion death at day 3 as phenotype. The *x* axis represents the genomic location. Multiple variants in a single gene are bounded by a box. (**b**) Susceptibility of DGRP lines grouped by the *Nrk* allele (GWAS *P*=3.6e−6) that changes the coding sequence at position 306 of the protein (at chr2R:9048897). Note that *Drosophila simulans*, *Drosophila sechelia*, *Drosophila yakuba*, and *Drosophila erecta* all have the variant G-allele. (**c**) Knockdown of the top GWAS hit, *Nrk*, using a ubiquitous driver (*da-gal4*) highly reduces the activity of the immune activation reporter *Dpt-lacZ* in the gut as revealed with X-Gal staining (*P. entomophila A* 50 was used to avoid the anticipated inhibition of translation effect of *P. entomophila* at *A* 100 (ref. 31)). UC=unchallenged flies. (**d**) RT–qPCR experiments on gut total RNA from females show that four susceptible DGRP lines harbouring the G-allele at the *Gyc76C* locus (chr3L:19769316) express *Gyc76C* at higher levels after *P. entomophila* infection, in comparison to resistant lines carrying the A-allele. *Dpt* transcript induction is higher in susceptible DGRP lines carrying the G-allele in *Gyc76C* (ANOVA *P* for allele effect in the challenged condition for *Gyc76C* and *Dpt* is 0.00205 and 0.0344, respectively). (**e**) *Gyc76C* knockdown in enterocytes using the thermosensitive *MyoIA-gal4* driver shows that *Gyc76C* regulates the induction of *Dpt* transcript in the gut 4h and 16 h post-*P. entomophila* infection (ANOVA *P*=0.00741 for line effect; error bars represent standard deviation around the mean of three replicates). (**f**) Survival analysis of females that are orally infected with *P. entomophila* shows a lower survival rate of *MyoIA*^*ts*^*>Gyc76C-IR* flies compared to wild type (Log-Rank test *P*=0.0351 for comparison between *Gyc76C* knockdown and wild type in challenged condition). **d**–**f** data is based on at least three independent biological replicates.

**Figure 4:**
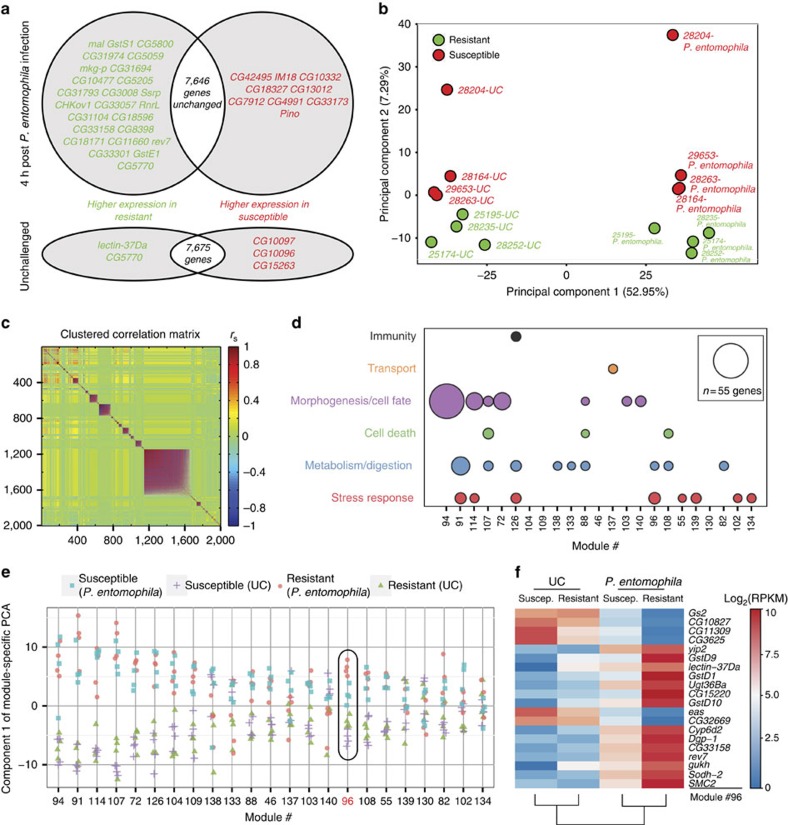
Specific gene expression signatures define susceptibility to bacterial enteric infection. (**a**) Venn diagram showing differentially expressed genes (as revealed by RNA-seq experiments) between four resistant and four susceptible DGRP lines, in the unchallenged condition and 4 h post *Pseudomonas entomophila* infection (*q*-value<0.2, two-fold change). Genes in red and green have higher levels in susceptible and resistant lines respectively. The number of genes (black) indicated in the intersections represents the total number of non-differentially expressed genes. (**b**) Principal component analysis (PCA) on the top 2,000 varying genes between the 16 samples reveals that resistant lines cluster separately from susceptible lines, before (*UC*) and post-*P. entomophila* infection. PC1 separates samples based on treatment whereas PC2 separates them based on susceptibility class. (**c**) Modulated modularity clustering analysis on the top 2,000 varying genes identifies 24 correlated transcriptional modules (*n*≥15 genes). Each coloured point represents the spearman correlation (*r*_s_) between two genes. (**d**) A selection of functional categories identified by gene ontology (GO) analysis of genes belonging to the different modules identified in **c** (excluding the largest module with *n*=523, Supplementary Data 3). For the GO analysis, we used the Database for Annotation, Visualization, and Integrated Discovery (DAVID). (**e**) PCA using the expression levels of genes within each of the 24 modules identifies module #96 as the only module for which the lines are clearly separated on the first principal component according to treatment and susceptibility. (**f**) Heat map of gene expression levels in module #96 reveals important differences across susceptibility classes and treatment conditions.

**Figure 5:**
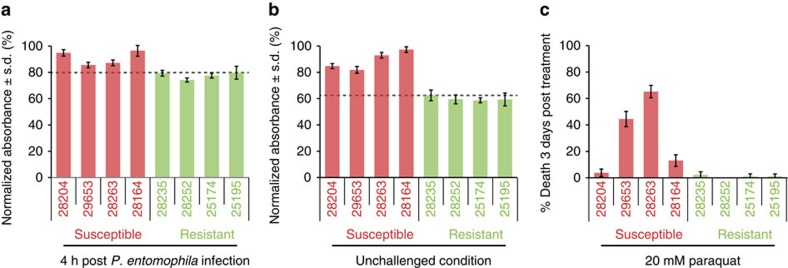
Diversity in ROS metabolism is a feature of variable susceptibility. (**a**–**b**) Measurement of ROS activity in flies before and after *Pseudomonas entomophila* infection reveals lower ROS levels in resistant compared with susceptible DGRP lines (mean normalized absorbance ± s.d., *n*=5 females per line and replicate, three replicates, ANOVA *P*<0.0001 for difference between susceptibility classes in both conditions). The dashed line marks the maximum level in resistant lines. (**c**) Percentage of dead female flies 3 days after Paraquat treatment. Percentages are averages from three experiments (± s.d., *n*>60 females/line, ANOVA *P*<0.0001 for difference between susceptibility classes).

How the deposited data were processed for this re-analysis (not part of the article)

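RNA of 25 pooled guts per sample was sequenced for 8 inbred lines of the Drosophila Genetic Reference Panel, 4 resistant and 4 susceptible to oral infection with Pseudomonas entomophila, each unchallenged and 4 h after infection, which gives 16 samples. The authors mapped the reads to the predicted transcriptome of each line, normalized the counts with voom and deposited a log2 RPKM value per transcript and sample. The genome build and annotation version behind these transcripts are not named in the paper's text, so no coordinates are given. Of 15189 distinct transcript identifiers, 14939 (98.35%) matched the Release 6 RefSeq table, which was used only for names and for neighbouring genes. The pairing of samples by line, with the line number as replicate number, comes from the sample labels and the paper.

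From the deposited log2 values, gene values were computed as the log2 of the mean RPKM over the transcripts of a gene, as the paper's methods describe for RPKM. The design set before the data were examined foresaw a pseudocount for RPKM values and the deposited values where these are already log2, and the second case applied. Genes with a log2 RPKM of at least 0 in at least 4 samples were kept, 7506 of 7624. Total read numbers per sample are not part of the values, so the depth of each sample is unknown and no counting error was computed; the precision given is the spread between lines.

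Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, Benjamini-Hochberg adjustment). Infection was tested over all 16 samples without a block, at an adjusted p-value under 0.05 and an absolute log2 fold change above 1. The classes were compared within each treatment over 8 samples, at an adjusted p-value under 0.2 and the same fold change. The difference of the infection response between the classes was tested over 4 groups, at an adjusted p-value under 0.05. Principal components were computed over the 2000 genes with the largest variance, and over the genes of each of 24 modules with at least 15 genes, with membership from Supplementary Data 3. Component scores were compared with exact permutation tests over the 70 assignments of the class or the 256 exchanges of treatment within lines. Separation by chance was measured with 10000 random sets of 20 genes. After seeing the data, the modules were also examined for a straight line that parts the classes in the plane of PC1 and PC2.

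The procedure was tested on simulated data for 7506 genes, of which 200 were changed. At a simulated log2 fold change of 1.5 it recovered 96.5% of the changed genes for infection, 88% for each class comparison and 67.5% for the interaction. The simulated noise was independent between genes and between samples, without the correlation between samples of the same line. The number of changed genes was also set in advance. These shares are therefore not the power of the tests in the real data.

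The genes named for infection are the 4 that rose most and the 4 that fell most. They were taken among the genes past the thresholds that changed the same way in all 8 lines. For each class comparison, genes past its thresholds and without overlap between the classes were named, at most 4 in each direction. The genes the paper names in Fig. 4a, in module 96 and in module 102 were added, with Nrk, Gyc76C, Dpt and Dredd. The alternatives were other pseudocounts, no filter, eBayes without trend, quantile normalization, median centring, the line as a replicate block and joint fits of the classes. Unscaled principal components, other numbers of genes and leaving out each line in turn were also run. For the gene counts of module 96, medians and means of RPKM were used as well. The mean of log2 transcript values and the linear RPKM scale were chosen after seeing the data. Survival, association, bacterial load and reactive oxygen measurements were not analysed here, and 3 other genes of Fig. 4a were not analysed here.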

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

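Of the tests in this part, the comparison of RAL-502 with the fat body and oenocyte list was chosen only after the result was seen. In 216 groups of 4 or 8 values, the gap between an extreme value and its nearest neighbour was divided by the range of the group, and 12 groups exceeded Dixon's 95% critical value, where 10.8 are expected by chance. Single extreme values among them are therefore no more frequent than chance gives. Each line has 1 sample per treatment, so a property of the line and a property of its sample cannot be separated by replicates.

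RAL-502 lay apart from the other susceptible challenged samples on PC2 of the unscaled genes, with a score of 37.2 against 1.96 to 4.69 and a ratio of gap to range of 0.923. RNA of other tissues in the RAL-502 samples was tested as an explanation. The mean of 6 fat body and oenocyte genes lay 1.35 log2 units above the median of the other lines over both RAL-502 samples, and RAL-502 was highest in challenged guts, at 4.84 against 4.45 in RAL-857. In unchallenged guts RAL-908 was higher, at 5.21 against 5.17. The resistant lines lower this median: the other susceptible lines had 4.70 to 5.21 in unchallenged and 4.01 to 4.37 in challenged guts, so the distance from them was smaller. The mean of 6 muscle genes differed from the median of the other lines by -0.13 log2 units. Neither list was above all other lines in both RAL-502 samples. For muscle this goes against the tissue as the explanation. For the fat body and oenocyte list it rests on 5.17 against 5.21 in unchallenged guts. That gap is within the spread of the susceptible lines (SD 0.24), so the list cannot decide whether such RNA sets RAL-502 apart. A line variant against the predicted transcriptome was not tested, nor was the quality or depth of the samples. Challenged RAL-502 had 35 transcripts below -3 log2 RPKM, against 7 to 16 in the other challenged samples. Its RPKM summed over transcripts was 674473, against 512143 to 567633. Unchallenged RAL-502 was less apart, with 29 such transcripts against 28 in RAL-208 and a sum of 663630 against 671339 in RAL-280. The position of RAL-502 cannot be told apart from these explanations.

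Dpt changed by -0.63 on the log2 scale in RAL-486 after infection, against 4.74 to 8.36 in the other 7 lines, a ratio of gap to range of 0.597. Immune genes that were already active in the unchallenged RAL-486 sample are a candidate explanation. The mean of 7 other immune genes was 3.47 log2 RPKM in that sample, 0.55 above the highest other unchallenged sample. A raised unchallenged value alone does not account for the missing rise, however. Dpt was also lowest of the 8 challenged samples in RAL-486, at 2.83 against 3.56 to 7.84, and RAL-857, with 2.87 unchallenged, rose by 4.97. An earlier exposure of the flies was not tested. Mixing of the unchallenged sample with a challenged one would also raise the genes that rose most after infection. In unchallenged RAL-486, CG14204, upd2, CG33468 and CG15128 were at -1.94, -2.98, 0.81 and -5.90. Each was below the highest other unchallenged sample, and challenged RAL-486 had 6.28, 2.49, 6.59 and 3.80. These genes argue against a challenged share large enough to set Dpt there. Mixing of the challenged sample was not tested. Dpt lies next to DptB in the Release 6 assembly, and reads shared between them could not be separated. In susceptible unchallenged guts, Dpt was lowest in RAL-280, at -4.80 against -0.85 to -0.52 in the other lines, a ratio of 0.925.

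On PC1 of module 102, unchallenged RAL-280 scored -3.71 against -1.68 to -1.36 in the other susceptible lines, a ratio of 0.865. CG14204 changed by 14.7 in RAL-208 against 7.61 to 10.6 in the other lines, a ratio of 0.582, from a low unchallenged value of -5.93. Among resistant unchallenged samples, SMC2 was highest in RAL-857, with a ratio of 0.861. Among resistant challenged samples, the ratio was 0.840 for CG33173 and 0.859 for CG32669, both lowest in RAL-208, and 0.907 for CG33057 and 0.954 for mkg-p, both highest in RAL-857. It was 0.884 for CG10827, highest in RAL-486, and 0.910 for Gs2, highest in RAL-802. CG33057 and mkg-p are neighbours in the Release 6 assembly. No technical or biological explanation was tested for these values.

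CG31104 rose after infection in all 4 resistant lines and fell in all 4 susceptible lines, the only one of 66 named genes to do so. The changes ran from 0.22 to 1.10 on the log2 scale in the resistant and from -1.16 to -0.69 in the susceptible lines, a difference of 1.68 (exact permutation test of the 8 changes, two-sided p = 0.0286, the smallest that 4 lines against 4 allow). The gene was picked for this split of the classes, which fixes that p-value beforehand, so the permutation test decides nothing. In limma's test of this difference over 7506 genes with the line as a replicate block, which compares the 2 samples of a line, the standard error was 0.22, the unadjusted p-value 2.13e-05 and the adjusted p-value 0.0799, above the threshold of 0.05. Without the block these p-values were 0.00293 and 1. No technical or biological explanation was tested for it.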

How the results depend on the processing

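The alternatives were set before the data were examined, apart from the mean of log2 transcript values and the linear RPKM scale, which were chosen after seeing the data. The number of genes that differ after infection was 1261, and ran from 1028 with a pseudocount of 1 to 1315 with median centring over the alternatives other than leaving out lines. With the line as a replicate block it was 1305. The median log2 fold change of all genes was -0.0273 as deposited, -0.137 after quantile normalization and -0.173 after median centring. Changes under these scalings are therefore relative to that shift. Genes higher and lower after infection numbered 860 and 401 as deposited. They numbered 761 and 456 after quantile normalization, and 712 and 603 after median centring. The interaction of class and infection gave 0 genes at an adjusted p-value under 0.05 under all alternatives run, with 130 genes at an unadjusted p-value under 0.05 and 336 with the replicate block. The smallest adjusted p-value from limma was 1 in the main fit, which has no block, and 0.0799 with the block. Among the other fits without the block it was lowest with RAL-857 left out, at 0.211.

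The class comparisons changed with the fit. In unchallenged guts, 0 genes passed (323 at an unadjusted p-value under 0.05), 1 with a pseudocount of 1, 4 in the joint fit of 16 samples and 6 in the joint fit with the line as a random replicate block. In challenged guts, 2 genes passed, 4 with a pseudocount of 1, 30 in the joint fit and 32 with the random replicate block. The cause was not tested.

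The component results depended on the scaling of the genes. Without scaling, the class difference on PC2 was 1.21 SD in unchallenged and 1.59 SD in challenged guts and passed the exact permutation test at 0.0286, while 1 module in place of 0 was separated, the difference on PC1 of module 96 in unchallenged guts was 0.571 SD, and 0.45% of random sets were separated in place of 0.23%. On the linear RPKM scale, chosen after seeing the data, 1 module was separated, the module 96 difference in unchallenged guts was 0.416 SD and 0.08% of random sets were separated. The cause was not tested.

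Each line was also left out in turn. Infection response genes ran from 1195 to 1319, class difference genes from 0 to 6 in unchallenged and from 2 to 8 in challenged guts, and interaction genes stayed at 0. The PC1 difference by infection ran from 1.91 to 1.92 SD, a measure that is near its upper limit whenever the treatments lie fully apart and so shows no stability, with PC1 holding 52.9 to 57.0% and PC2 7.23 to 9.35% of the variance. The PC2 class difference ran from 0.374 to 0.993 SD in unchallenged and from 0.6252 to 1.76 SD in challenged guts. Separated modules ran from 0 to 1, the module 96 difference from 0.364 to 0.581 SD in unchallenged and from 0.908 to 1.22 SD in challenged guts, and the random sets from 0.30 to 1.41%. Module 96 genes higher in resistant lines ran from 9 to 13 in unchallenged and from 13 to 14 in challenged guts.

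The Gyc76C infection log2 fold change, 0.04 as deposited, became -0.0899 after quantile normalization and -0.111 after median centring, and ran from -0.0513 to 0.116 with each line left out. Small class differences also changed sign when a line was left out. In unchallenged guts, the log2 fold change ran from -0.0161 to 0.265 for rev7, from -0.226 to 0.0294 for CG32669, from -0.0591 to 0.252 for Gs2, from -0.446 to 0.0640 for Dgp-1, from -0.0527 to 0.258 for Ugt36Ba, from -0.0494 to 0.5262 for GstD1, from -0.584 to 0.676 for Sodh-2, from -0.0971 to 0.170 for CG15220, from -0.126 to 0.0347 for Gyc76C and from -0.0999 to 0.133 for Dredd. In challenged guts it ran from -0.0232 to 0.669 for Ugt36Ba, from -0.0207 to 0.331 for Gyc76C and from -0.704 to 0.966 for Dpt. The cause was not tested.

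Among the single genes, the joint fit moved 30 class differences past the threshold and the joint fit with the random replicate block moved 29. The alternative with the number of genes the paper tested was not run, since it exceeds the 7624 genes in the files, and the alternatives for counts were not run, since the values are log2 RPKM. The depth per sample is unknown, so its effect on low values was not measured.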

Differences from the paper's values

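The paper's count of genes that differ between the classes in unchallenged guts is 5, and the count here was 0. Of the alternatives set before the data were examined, the joint fit gave 4 genes and the joint fit with the line as a random replicate block gave 6, both within the criterion for a difference, and the others that keep all lines gave 0 or 1. With RAL-208 left out the count was 6, and with each other line left out it was 0.

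The paper's count for challenged guts is 34, and the count here was 2. The joint fit gave 30 genes and the joint fit with the random replicate block gave 32. The other alternatives set before the data were examined gave 2 to 8 genes and did not close the gap.

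The paper's limit for random sets of 20 genes with complete separation is 3 in 10000, and 23 of 10000 sets were separated here. None of the alternatives set before the data were examined closed the gap: without scaling 45 sets were separated, and 30 to 141 with a line left out. On the linear RPKM scale, chosen after seeing the values, 8 sets were separated, which does not close it either.

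The paper states that PC2 parts the classes before infection. With scaled genes the gap between the classes on PC2 was -4.32 in unchallenged and -3.16 in challenged samples, an overlap, and without scaling it was 5.00 and 9.94. The paper states that PC1 of module 96 separates the samples. With scaled genes the gap between the classes was -0.146 in unchallenged and 0.143 in challenged samples, and without scaling it was 0.424 and 1.19. With RAL-802 or RAL-229 left out, module 96 was also separated with scaled genes, and so it was on the linear RPKM scale, chosen after seeing the values.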

Other observations

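The split tests of the infection, class and interaction gene counts, the tests of PC2 without RAL-502 and of the change in module 96, the first test of silent genes, the splits for the fat body list and the planes of module 102 and of all modules were chosen only after the results were seen.

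In 1 of 100 exchanges of treatment within lines, the real one, as many genes as the 1261 of the infection response passed. For the classes, the 8 lines can be split into 4 and 4 in 35 ways. In unchallenged guts the real split gave 0 genes, which all 35 splits reach by necessity, so this count decides nothing; 19 of 35 gave at least its 323 genes at an unadjusted p-value under 0.05. In challenged guts 4 of 35 splits gave at least the 2 genes of the real split, and 7 of 35 gave at least 448 genes at an unadjusted p-value under 0.05. In the joint fit, 4 of 35 splits gave at least 4 genes in unchallenged guts, and 3 of 35 gave at least 30 genes in challenged guts, with up to 51. The interaction gave 0 genes at an adjusted p-value under 0.05 (130 at an unadjusted p-value under 0.05), which all 35 splits reach by necessity and which decides nothing either. Without scaling, 3 of 35 splits were separated in both treatments on at least 1 of the first 4 components, and 3 of 35 had at least 1 separating module of 24. In the plane of PC1 and PC2 of the scaled genes of a module, a straight line parted the classes in both treatments in 2 of 24 modules, and 15 of 35 splits had at least as many. For module 102 alone, 1 of 35 splits, the real one, was parted in both treatments, but the paper picked this module for its separation of these samples, so this decides nothing. The class gene counts above 0 in the fits of 8 samples and in the joint fit, and the separations without scaling and in the planes of the modules, can therefore not be told apart by these tests from what other splits of the lines give. For the joint fit with the random replicate block, the pseudocounts and the linear RPKM scale, other splits were not counted.

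The overlap of the classes on the scaled PC2 was tested for a dependence on RAL-502. Without RAL-502 the smaller gap between the classes on PC2 was -14.9, so the classes still overlapped on PC2. PC3 then parted them in both treatments, while with all 16 samples none of the first 4 components did. PC1 of module 96 rose more in resistant than in susceptible lines, by 0.547 SD of the 16 scores (exact permutation test, two-sided p = 0.0571). Adjusted over 24 modules this p-value was 0.857, but a single module at the smallest p-value of 4 lines against 4, 0.0286, would reach only 0.686, so the adjusted value could not decide whether the change differs.

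A list of 6 fat body and oenocyte genes (Yp1, Yp2, Yp3, Rfabg, vanin-like and Cyp4g1) was higher in susceptible than in resistant unchallenged guts, at 4.99 ± 0.24 against 2.88 ± 0.69 log2 RPKM (SD, n = 4). The difference was 2.11 with every susceptible line above every resistant line (exact permutation test, two-sided p = 0.0286, adjusted over 4 tests 0.114). This p-value is the smallest that 4 lines against 4 allow, and a single list at it cannot pass the correction, so the difference fails it whatever its size. In challenged guts the difference was 1.17 (exact permutation test, two-sided p = 0.114). Of the 35 splits of the lines, 1, the real one, gave as large a difference in unchallenged guts, which is the permutation test counted another way. Carry-over of fat body or oenocyte RNA in varying amounts was examined through the deviations of the 6 genes from the condition means, which correlated more than in 97.3% of random sets of 6 genes. Yp1, Yp2 and Yp3 are related genes that can vary together wherever they are expressed, so this does not favour carry-over over expression within the gut. The differences were uneven, at 4.59 for Cyp4g1 and 1.34 to 1.93 for the other 5 genes. The pattern cannot be told apart from carry-over.

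In both samples of a line, 6 genes were at least 5 log2 units below all other lines: GstE6 in RAL-802, CR40469 in RAL-857, CG17807 in RAL-208, CG30049 in RAL-502, CG5439 in RAL-908 and Mpk2 in RAL-280. In 56 pairs of samples from different lines there were 0 such genes, which goes against low values scattered by chance over samples. A difference in single transcripts, from a line variant or the transcript prediction and not in the whole gene, could produce such values. Of the silent transcripts with sister transcripts, 0% had a sister in the range of the other lines, but these came from Mpk2 alone, so the pattern cannot be told apart from that explanation.

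Nrk and Gyc76C, which the paper names from its association analysis, were measured in the same samples. So were Dpt, its readout of the immune response, and Dredd, in which it found a rare mutation. Dpt rose by 5.02 on the log2 scale after infection (standard error 0.95, limma adjusted p = 0.000252), in 7 of 8 lines. Gyc76C changed by 0.04 (standard error 0.13, limma adjusted p = 0.836), with a sign that depends on the scaling. Nrk rose by 0.65 (standard error 0.19, limma adjusted p = 0.00634) in 8 of 8 lines, but in RAL-857 only from -0.389 to -0.387. Nrk was low, below 0 log2 RPKM in all 8 unchallenged samples. Dredd rose by 0.29 (standard error 0.12, limma adjusted p = 0.0470) in 7 of 8 lines. The adjusted p-value of Dredd was above 0.05 in 5 of the 8 fits that each left out a line, in the 4-group fit, without trend and after quantile normalization and median centring. With the line as a replicate block it stayed below 0.05 (limma adjusted p = 0.0413). Between the classes, Gyc76C, Nrk and Dredd differed by less than 1 on the log2 scale in both treatments and Dpt differed by 2.92 in unchallenged guts (limma adjusted p = 0.999) and by 0.28 in challenged guts (limma adjusted p = 0.973), where the sign changed in 2 of the 8 fits that each left out a line.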
